A study of Mus musculus with 12 samples.

How the data were processed

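RNA sequencing was carried out on 4 mouse embryonic stem cell lines of the 129SvEv strain, 2 wild type (WT; lines 18 and 26) and 2 lacking Arkadia (lines 25 and 39; "null" below). Arkadia, the product of Rnf111, is a RING-type E3 ubiquitin ligase that targets inhibitors of SMAD signalling, among them SnoN (Skil). Per the labels' protocols, cells were kept in serum-free medium with LIF and inhibitors of GSK3 and MEK, moved to N2B27 without these on fibronectin for 24 h, and then held for 4 h in 10 µM SB431542, an inhibitor of the Activin, Nodal and TGFβ type I receptor kinases. From each line, 1 dish was harvested at that point (SB) and 2 were washed and given N2B27 with 10 ng/ml Activin A for 3 or 6 h. No dish received fresh medium without Activin for the same times, so a comparison of Activin with SB also holds the removal of the inhibitor, the change of medium and the hours in culture. RNA integrity was checked, poly(A) RNA was fragmented and primed with random hexamers, and 50 bp single reads were produced by a sequencing company, per the labels' protocols. The protocol names an immunoblot of phosphorylated SMAD proteins, not analysed here.

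The deposited values are FPKM (fragments scaled to transcript length and to the mapped reads of the library) per gene locus and library, per the file headers, with a text status flag beside each. The genome build was mm10 per the submitters' processing notes. The aligner, the quantifier, their versions, the use of strand and any scaling between libraries are not given in the sources used here, so antisense and overlapping genes are uncertain. The table held 17446 loci, of which 2666 had no gene name; 1413 of the unnamed loci lay on X, Y or the mitochondrial genome, and no named locus did. A status other than OK stood at 27 loci (71 FAIL and 24 LOWDATA values). Unnamed loci held 3.41 to 3.86% of each library's summed FPKM and stayed out of the tests. For each name a single locus was kept, which left out 1245 further loci and gave 13508 genes; 226 names joined several symbols. By symbol and chromosome, 13168 genes (97.5%) matched the GENCODE M21 annotation of GRCm38, and 99.6% of these overlapped the annotated gene. For 2756 genes the locus covered less of the annotated gene than it left out; such a locus is called partial, and its value describes only that stretch. Coordinates are those of the table (mm10), counted from 1.

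Libraries were grouped by genotype and treatment as labelled, giving 6 groups of 2 cell lines. Read totals are unknown. The smallest steps between low FPKM values gave depths relative to the shallowest library, that of null line 39 at 6 h, of 1.22 to 1.81. In SB these were 1.48 and 1.81 in WT lines 18 and 26 and 1.72 and 1.47 in null lines 25 and 39. At 3 h they were 1.57, 1.52, 1.33 and 1.22, and at 6 h 1.51, 1.33 and 1.26 in lines 18, 26 and 25. Values of low genes are therefore less precise in the null Activin libraries. The labels name no batch.

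Genes with FPKM of at least 1 in at least 2 libraries were tested (12794 genes). limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 1), with a mean for each of the 6 groups, moderated variances with a trend on mean expression, and 6 residual degrees of freedom. Tests were two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05 on the adjusted p. Every adjusted p of a gene in the text comes from this fit unless another is named. Fold changes are on the log2(FPKM + 1) scale, which understates the changes of genes with low FPKM. The 12 contrasts were 3 h against SB, 6 h against SB and 6 h against 3 h within each genotype, null against WT in each treatment, the difference between genotypes in the response at 3 h and at 6 h, and null against WT on the means of the lines. There were 2 cell lines per genotype. Within a treatment, p-values for genotype rest on the spread between the lines of a group, pooled over the 6 groups. They count the 3 libraries of a line as independent. Only the contrast on the means of the lines has the cell line as its unit.

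Of 28 gene lists, 25 had enough measured members to be tested with camera at a preset correlation of 0.01 between genes. The test was repeated with an estimated correlation, and fry was run beside it. P-values were adjusted over the lists of a contrast. Some lists that camera called between genotypes were not called by fry, such as extracellular matrix and actin in SB (fry adjusted p = 0.33). Others were, such as formative and primed epiblast in SB (0.0062). Further fry results are given only for the difference in response. The lists were Activin/Nodal targets, SMAD pathway components, BMP targets, mesendoderm, naive pluripotency, formative and primed epiblast, core pluripotency, neural genes, WNT targets, immediate early genes, ERK pathway targets, extracellular matrix and actin, cholesterol synthesis, hypoxia and glycolysis, amino acid and unfolded protein stress, p53 targets, S phase, mitosis, endoderm, trophoblast, germline and fibroblast (feeder) markers, imprinted genes, the chromosomal neighbours of Rnf111 and histone transcripts without poly(A). Not tested were 2-cell-like markers (1 of 19 measured), sex-linked genes (0 of 6) and mitochondrial transcripts (0 of 13). Some genes stand in several lists: Id1 is both an Activin/Nodal and a BMP target here.

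Genes are named in the text if they belong to a panel of SMAD pathway, lineage and pluripotency genes, or are among up to 10 that rose and 10 that fell with the largest absolute log2 fold change past the threshold, moved the same way in both lines and are not predicted genes, or are among up to 4 members of a list with the smallest p. Cer1 and Mixl1 of the panel had no named locus, and some genes that the rule takes are not reported here. The contrasts, lists, naming rule, filter and most alternatives were fixed before the data were examined; the removal of length and GC trends, the restriction to loci that are not partial, and the omission of the null line 25 library at 3 h were added later. The alternatives fixed in advance were a pseudocount of 0.1, no filter, a filter at FPKM of 5, median-of-ratios scaling, quantile normalization, no mean-variance trend, the cell line as a block, only the groups compared, and each line left out in turn. A line left out leaves a lone sample in its groups, which is then assumed to vary like the other groups.

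The replicate numbers are cell line numbers, so libraries with the same number come from the same line. Deviations from the group means correlated across genes, between treatments of the same line, at 0.046, 0.055 and 0.013 in WT and at 0.252, 0.349 and 0.25 in null lines. The block was a fixed term per line for the Activin contrasts and a shared correlation, estimated as 0.344, for genotype contrasts.

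The procedure was tested on simulated data with 12794 genes. For the WT contrast at 3 h, 94% of genes changed by 1 log2 unit and 93% of those changed by 2 were recovered, with 11 false among 198 calls. For null against WT at 3 h the shares were 91% and 95%, and for the difference in response at 3 h 83% and 93%. Each of these runs had 100 genes changed at each size and no variance shared by line. With 0.35 of the variance shared by line, the shares for the difference in response were 80% and 98%. Because the number of changed genes was set, these shares do not give the power of the measured contrasts. With no effect, 0 or 1 gene was called in each contrast. Response sizes per line were compared with an exact permutation test. The 95% intervals of list medians come from 10000 resamples of the genes and cover the spread among genes, not lines. Plots were drawn with matplotlib 3.10.9.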

Results

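Gene expression was measured as FPKM in 12 libraries from 4 mouse embryonic stem cell lines. There were 2 WT lines and 2 lines without the ubiquitin ligase Arkadia, each held in the receptor kinase inhibitor SB431542 (SB) or given Activin A, a TGFβ family ligand, for 3 or 6 h. The series addresses how Arkadia and SnoN shape dose-dependent SMAD2/3 responses. Summed FPKM ran from 578104 (WT line 18 in SB) to 805752 (null line 39 at 6 h), and median FPKM from 4.09 to 4.29. Libraries of the same group correlated at 0.989 to 0.993 across genes. The principal component with the largest share of variance (38.5%) separated SB from Activin. The Y-linked genes Eif2s3y and Ddx3y were read from the unnamed loci overlapping their positions (7 and 4 loci). Combined over these loci, they stood at 22.1 to 38.9 and 7.52 to 9.97 FPKM across all 12 libraries. The Xist locus stood at 0.411 to 1.01 FPKM.

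Rnf111, the gene disrupted in the null lines (NM_033604, chromosome 9, 70425429 to 70503834, mm10, minus strand), was low in each null library. WT line 18 had 4.27, 3.85 and 3.42 FPKM in SB, at 3 h and at 6 h, and WT line 26 had 3.89, 3.76 and 3.19. Null line 25 had 0.855, 0.832 and 0.667 FPKM and null line 39 had 0.681, 0.650 and 0.539. The log2 difference was −1.52 in SB, −1.47 at 3 h and −1.43 at 6 h (SE 0.101; limma adjusted p = 0.001, 0.00093 and 0.0013), and the labels of all 12 libraries matched it. Without WT line 18 the adjusted p was 0.23, 0.31 and 0.32, and without WT line 26 it was 0.18, 0.17 and 0.33. The 10 measured chromosomal neighbours of Rnf111 had no member called in SB, at 3 h or at 6 h.

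**Figure D1:**
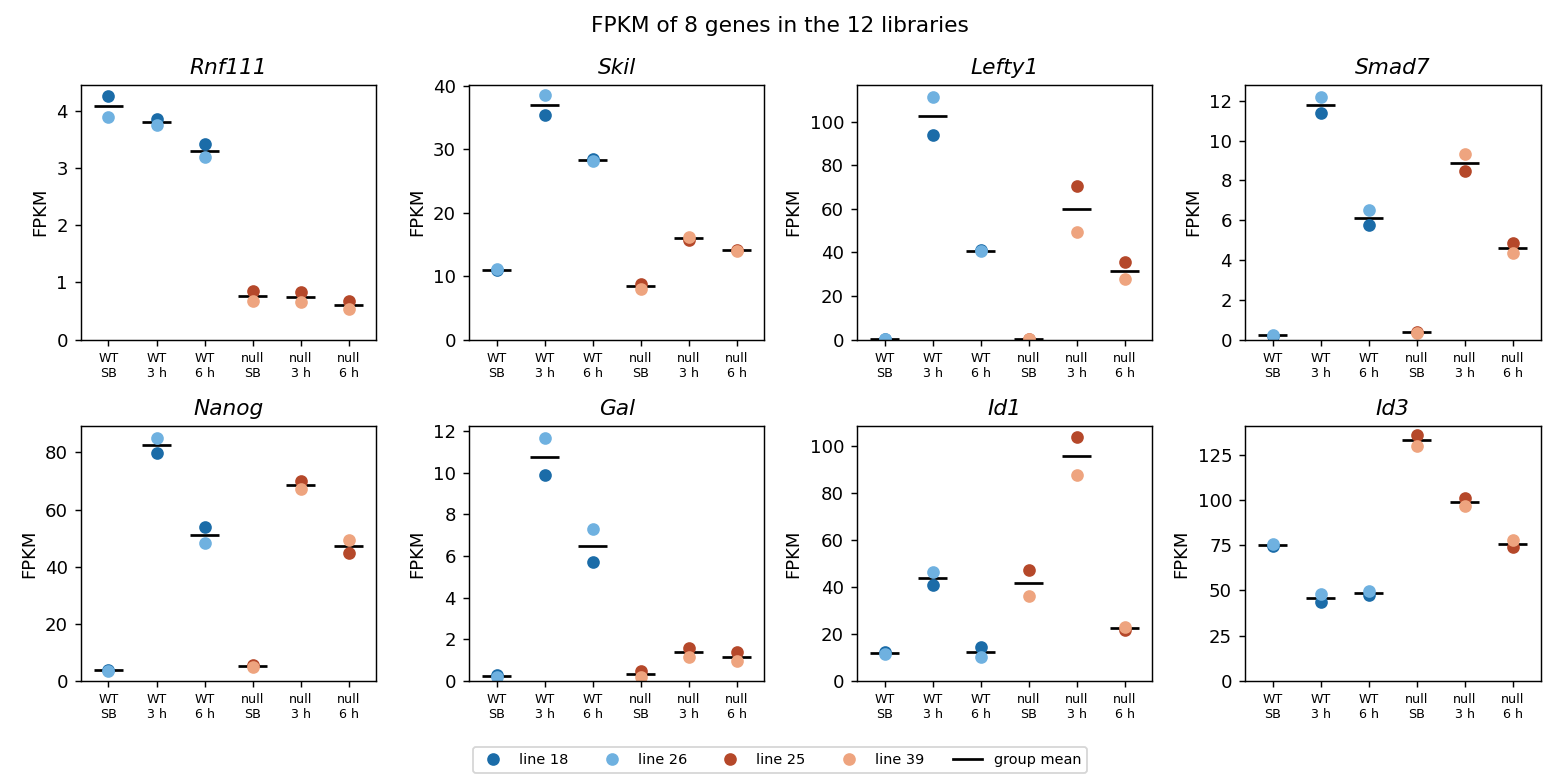
FPKM (vertical axes) of Rnf111, Skil, Lefty1, Smad7, Nanog, Gal, Id1 and Id3 in the 6 groups (horizontal axes), with a point per library coloured by cell line and a bar at each group mean. Rnf111 was below 1 FPKM in each null library, and Skil rose to 37.1 FPKM in WT lines at 3 h against 16.0 in null lines.

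The response of WT lines to 3 h of Activin asked which genes respond early. Among the genes named by size, the feedback inhibitors of Nodal signalling Lefty1 and Lefty2 rose most. Lefty1 (chromosome 1, 180934985 to 180938453), a secreted Nodal antagonist, went from 0.0363 ± 0.0216 to 102.5 ± 12.3 FPKM (SD, n = 2). The log2 change of Lefty1 was 6.64 (SE 0.165, limma adjusted p = 8e-08). Its neighbour Lefty2 rose by 5.56 and the inhibitory SMAD gene Smad7 by 3.39 log2 units. Nanog, a pluripotency transcription factor, rose from 3.70 ± 0.358 to 82.5 ± 3.66 FPKM (log2 change 4.15, SE 0.086, adjusted p = 5.5e-08). The ligand gene Nodal rose by 2.74, Skil, which encodes the SMAD corepressor SnoN, by 1.66, and the related corepressor gene Ski by 0.67. Slc2a1, a glucose transporter gene, fell by 1.49 (SE 0.076, adjusted p = 6.8e-06).

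Other genes with large rises were Cd40, a receptor of the TNF receptor family (4.78), Irf1, an interferon regulatory factor (4.10), Pmepa1, a TGFβ-induced inhibitor of SMAD signalling (3.25), and Tdgf1, the Nodal co-receptor Cripto (4.17). The Pmepa1 locus was partial, at a share of 0.012 of the gene. Tdgf1 may share reads with its pseudogene Tdgf1-ps1 (3.84), so both are uncertain. Genes that fell included Gbx2 (−1.44) and Btbd17 (−1.43), besides Fam161b (−1.53) and, at partial loci, Boc, Runx1t1, Myo5b, Proc and Tgfbr3 (−1.53 to −1.30). Smad2, Smad3 and Smad4, the transducers of the pathway, were not called (log2 changes of 0.10, −0.27 and −0.05).

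Of 26 measured Activin/Nodal targets, 22 rose and 1 fell (23 and 2 adjusted over the list alone), with a median log2 change of 1.61 (set test adjusted p = 2.5e-20, and adjusted p = 0.0075 with an estimated correlation). Mesendoderm genes, active as the primitive streak forms, rose in 8 of 11 cases and fell in 0 (8 and 0 adjusted over the list alone; median 0.96, adjusted p = 1e-04, and adjusted p = 0.042 with an estimated correlation). Among them were Gsc (2.89), Fgf8 (3.00), Wnt3 (2.10) and Eomes (1.51), and T rose by 1.07. Of 19 immediate early genes, 10 rose and 1 fell (11 and 2 adjusted over the list alone; adjusted p = 0.00098, and adjusted p = 0.41 with an estimated correlation), led by Junb (2.17) and Btg2 (1.18). Of 16 BMP targets, 8 rose and 1 fell, the same over the list alone (adjusted p = 0.0087, with the block 0.057, and adjusted p = 0.55 with an estimated correlation). Msx1 rose by 2.56 and Id1 by 1.80, while Id3 fell by 0.70. Of 31 SMAD pathway components, 12 rose and 2 fell (14 and 3 adjusted over the list alone; adjusted p = 0.0093, with the block 0.058, and adjusted p = 0.41 with an estimated correlation). Of 26 extracellular matrix and actin genes, 6 rose and 1 fell (7 and 1 adjusted over the list alone; adjusted p = 0.034, with the block 0.052, and adjusted p = 0.88 with an estimated correlation), with Thbs1 at 1.46.

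Lists that moved down at 3 h in WT lines concerned metabolism, stress and division. Of 24 hypoxia and glycolysis genes, 0 rose and 7 fell (0 and 8 adjusted over the list alone; adjusted p = 0.0087, and adjusted p = 0.41 with an estimated correlation), among them Pdk1 (−0.67), a kinase that inhibits pyruvate dehydrogenase, and the glycolytic enzyme gene Aldoa (−0.51). Of 19 genes of amino acid and unfolded protein stress, 1 rose and 8 fell (2 and 10 adjusted over the list alone; adjusted p = 0.0079, and adjusted p = 0.41 with an estimated correlation), with Chac1 at −0.78 and Herpud1 at −0.50. Of 22 mitosis genes, 0 rose and 9 fell (0 and 10 adjusted over the list alone; adjusted p = 0.0087, and adjusted p = 0.24 with an estimated correlation), including Plk1 (−0.48) and Kif11 (−0.39).

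The remaining lists were not called at 3 h in WT lines. Pluripotency genes went both ways: 3 of 14 naive genes rose and 6 fell (3 and 6 adjusted over the list alone; adjusted p = 0.64), with Zfp42 (−0.78), Gbx2 and Klf2 (−1.24) falling while Nanog rose. The naive list had a median of −0.02 and a mean of 0.11, so these differed in sign. Of 18 formative and primed epiblast genes, 3 rose and 5 fell (4 and 6 adjusted over the list alone; adjusted p = 0.81; median −0.04, mean 0.11), with Fgf15 at 3.02, Fgf5 at 0.49 and Zic2 at −0.62. Of 19 core pluripotency genes, 3 rose and 8 fell, the same over the list alone (adjusted p = 0.18; median −0.17, mean 0.09); Pou5f1 rose by 0.56 (adjusted p = 0.023) and Sox2 fell by 0.68. Members called up and down were 2 and 3 of 12 neural genes (3 and 4 adjusted over the list alone), 2 and 1 of 15 WNT targets, 2 and 4 of 16 ERK targets (4 and 4), 4 and 2 of 20 cholesterol genes, 5 and 1 of 17 p53 targets (6 and 3), and 4 and 9 of 20 S phase genes (6 and 9). Markers of other cell types gave 2 and 1 of 10 endoderm markers (2 and 2 adjusted over the list alone), 1 and 0 of 11 trophoblast markers, 2 and 0 of 16 germline genes (1 and 0), and 2 and 2 of 12 fibroblast markers. Neighbours of Rnf111 gave 2 and 2 of 10. No member was called of 24 imprinted genes (2 rose and 8 fell with the block) or of 3 histone transcripts. The adjusted p of these lists lay between 0.18 and 0.87.

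In all, limma called 2892 of 12794 genes at 3 h in WT lines, of which 1625 rose and 1267 fell; 265 rose and 37 fell over 2-fold. Quantile normalization gave 1380 and 1703, and the line as a block gave 4775 calls (2723 and 2052). For WT 3 h Activin versus SB the count was 144 without WT line 18, 136 without WT line 26, and 4367 or 4370 without null line 25 or 39. Without WT line 18 or 26 the calls of Gbx2, Btbd17, Fam161b, Boc, Myo5b, Proc, Tgfbr3, Fgf5, Foxh1, Pou5f1, Ski, Sox2 and T were lost, that of Runx1t1 without line 18, 25 or 39, while those of Lefty1, Lefty2, Nodal, Smad7, Nanog, Gsc, Skil, Cd40, Irf1 and Slc2a1 were not. Ribosomal protein genes took 14.9 and 14.4% of FPKM in WT lines 18 and 26 in SB against 17.8 and 17.4% at 3 h.

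At 6 h in WT lines Lefty1 stood at 40.8 ± 0.0451 FPKM (SD, n = 2; log2 change from SB 5.33, SE 0.165, limma adjusted p = 5.8e-07) and Nanog at 51.0 ± 3.95 FPKM. Nodal (62.3 ± 1.66 FPKM; log2 change 2.87), the primitive streak gene T (1.74) and the epiblast growth factor gene Fgf5 (0.86) were also above SB. Fbxo15, a gene of undifferentiated stem cells, fell by 1.87 (adjusted p = 1.1e-05), Enpp2, which encodes the enzyme autotaxin, by 1.68 and Klf2, a naive pluripotency factor, by 1.49. Skil rose by 1.29 and Smad7 by 2.55.

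The largest rises at 6 h also took in Cd40 (3.49), Irf1 (3.30), Ucma (3.35), and the uncertain pair Tdgf1 (3.90) and Tdgf1-ps1 (3.54). Falls were seen for Gbx2 (−1.50), Btbd17 (−1.53) and Rab20 (−1.54), and at partial loci for Ctrb1 (−2.95), Adgrl3 (−2.29), Myo5b (−1.78) and Tep1 (−1.69). Pou5f1 was higher by 0.61 and Sox2 lower by 0.86. Smad2, Smad3 and Smad4 were again not called.

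Of 26 Activin/Nodal targets, 19 rose and 2 fell at 6 h, the same adjusted over the list alone (median 1.33, adjusted p = 3.6e-13, and adjusted p = 0.024 with an estimated correlation). Mesendoderm genes rose in 7 of 11 cases with 0 falls, the same over the list alone (adjusted p = 0.0018, and adjusted p = 0.091 with an estimated correlation), with Fgf8 at 2.10 and Wnt3 at 1.37. Cholesterol synthesis genes, called at 3 h only with length and GC trends removed (adjusted p = 0.026), rose in 6 of 20 cases with 0 falls (10 and 0 adjusted over the list alone; adjusted p = 0.011, and adjusted p = 0.66 with an estimated correlation), led by Msmo1 (0.68) and Cyp51 (0.55). Of 19 immediate early genes, 6 rose and 0 fell (8 and 0 adjusted over the list alone; adjusted p = 0.035, with the block 0.069, and adjusted p = 0.66 with an estimated correlation). Of 22 mitosis genes, 0 rose and 6 fell (0 and 7 adjusted over the list alone; adjusted p = 0.014, and adjusted p = 0.24 with an estimated correlation). Imprinted genes had adjusted p = 0.13, and 0.017 with the block.

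limma called 2047 genes at 6 h, of which 1235 rose and 812 fell, and 4363 with the block; quantile normalization gave 1169 and 1327, and the groups compared alone gave 3146. For WT 6 h Activin versus SB the count without WT line 18 or 26 was 122 or 88, and without null line 25 or 39 it was 3900 or 3920. The calls of Ctrb1, Adgrl3, Myo5b, Tep1, Rab20, Btbd17, Gbx2, Klf2, Foxh1, Pou5f1, Sox2 and T were lost without WT line 18 or 26, and those of Eomes and Fgf5 without WT line 26. Of the genes called at both times, 819 rose and 498 fell at both, and 5 moved in opposite directions. Independent lists of these sizes would share 156.9 and 80.4. At an unadjusted p under 0.05, 1805 rose and 1259 fell at both times, against 76.0 and 76.4 for unchanged groups simulated against shared controls. The covariance of the fold changes was 0.133 against 0.0173 in simulation (correlation 0.788 against 0.509). The simulated groups also shared their SB libraries, so 0.0173 is what that sharing gave in simulation. Whether the measured SB libraries add more than was simulated was not tested and cannot be split.

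Between 3 and 6 h in WT lines the early feedback genes receded while others came up. Lefty1 fell by 1.30 (SE 0.165, limma adjusted p = 0.0077), Smad7 by 0.84 and Nanog by 0.69 log2 units. Gsc, a homeobox gene of the organizer, fell by 1.46, from 7.46 ± 0.0248 to 2.10 ± 0.453 FPKM (SD, n = 2). Id1, an inhibitor of helix-loop-helix transcription factors, fell by 1.76, back to 12.3 ± 3.10 FPKM against 11.8 ± 0.611 in SB. Fst, which encodes the Activin-binding protein follistatin, rose by 1.96 (adjusted p = 0.0022), from 7.77 ± 1.39 to 32.8 ± 0.502 FPKM.

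Lefty2 (−1.28), Pmepa1 (−1.40), Skil (−0.37), Ski (−0.51) and Fbxo15 (−1.41) also fell, while Nodal differed by 0.12 (adjusted p = 0.59). T differed by 0.66 (adjusted p = 0.089, with the block 0.022). Further rises were Btla (1.30), Ifi35 (1.06), Lurap1l (1.06), Fam19a4 (1.04), Parp9 (1.02) and Il20ra (1.01), and at partial loci Foxb1 (2.37), Avpr1a (2.29) and Ism2 (1.51). Falls at partial loci were Prdm1 (−2.02), Itpkb (−1.75), Col8a2 (−1.69), Ebf2 (−1.67), Hrh3 (−1.63), Kcnk13 (−1.56) and Camk2n1 (−1.47).

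Of 26 Activin/Nodal targets, 0 rose and 12 fell from 3 to 6 h in WT lines (1 and 15 adjusted over the list alone; median −0.34, adjusted p = 8.9e-14, and adjusted p = 0.022 with an estimated correlation). BMP targets fell in 3 of 16 cases (6 adjusted over the list alone; adjusted p = 7.7e-06, and adjusted p = 0.36 with an estimated correlation), with Msx1 at −1.39. SMAD pathway components fell in 4 of 31 cases (7 adjusted over the list alone; adjusted p = 7.7e-06, and adjusted p = 0.23 with an estimated correlation). Mesendoderm genes fell in 4 of 11 cases (1 rose and 5 fell adjusted over the list alone; adjusted p = 0.0087, and adjusted p = 0.23 with an estimated correlation). For p53 targets 4 of 17 fell (5 adjusted over the list alone; adjusted p = 0.00027, and adjusted p = 0.54 with an estimated correlation), with Btg2 at −1.02. Naive genes fell in 2 of 14 cases (1 rose and 3 fell adjusted over the list alone; adjusted p = 0.0025, and adjusted p = 0.45 with an estimated correlation). Immediate early genes fell in 1 of 19 cases (2 over the list alone; adjusted p = 0.028, and adjusted p = 0.6 with an estimated correlation), and endoderm markers in 1 of 10, Gata4 at −1.12 (3 over the list alone; adjusted p = 0.037, and adjusted p = 0.54 with an estimated correlation). Stress genes rose in 6 of 19 cases and fell in 1 (8 and 1 adjusted over the list alone; adjusted p = 0.0042, and adjusted p = 0.45 with an estimated correlation), including the chaperone genes Sdf2l1 (0.74) and Hspa5 (0.50). Cholesterol genes moved up with 0 members called (adjusted p = 0.012, and adjusted p = 0.64 with an estimated correlation). Germline genes had adjusted p = 0.079, and 0.018 with the block.

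In all 328 genes were called by limma, 158 up and 170 down. The block gave 855 (479 and 376), a filter at FPKM of 5 gave 218 (118 and 100), the groups compared alone 64, and leaving out WT line 18 or 26 gave 0 each, so each gene named here lost its call; 2162 genes had an unadjusted p under 0.05.

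In null lines given Activin for 3 h Lefty1 reached 59.9 ± 14.9 FPKM from 0.118 ± 0.0132 (SD, n = 2; log2 change 5.75, SE 0.165, limma adjusted p = 3.1e-07), Lefty2 rose by 4.55 and Nanog by 3.49 log2 units. Skil, whose product SnoN is a known target of Arkadia, rose by 0.86 (adjusted p = 0.00014), from 8.39 ± 0.594 to 16.0 ± 0.327 FPKM. Gal, which encodes the neuropeptide galanin, rose by 0.83 (adjusted p = 0.018), to 1.37 ± 0.320 FPKM. The glucose transporter gene Slc2a1 fell by 1.10.

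Cd40 (3.55), Irf1 (3.62), Fgf15 (2.76), Smad7 (2.86), Nodal (2.23), Gsc (2.13), Pmepa1 (1.98), Id1 (1.19), Ski (0.76) and T (1.09) also rose in null lines at 3 h, as did the uncertain Tdgf1 (3.38). Genes that fell included Klf2 (−1.23), Btbd17 (−1.27), Lurap1l (−1.49), Zfp78 (−2.32), and at partial loci Anxa10 (−1.97), Mybpc2 (−1.90), Tmem163 (−1.72), Nr2f1 (−1.30), Spic (−1.28) and Bhlhe22 (−1.15). Sox2 fell by 0.31 (adjusted p = 0.046, and 0.087 without the null line 25 library at 3 h), and Pou5f1 differed by 0.27 (adjusted p = 0.21, with the block 0.0068).

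Of 26 Activin/Nodal targets, 22 rose and 2 fell (23 and 2 adjusted over the list alone; median 1.14, adjusted p = 7.5e-22, and adjusted p = 0.0061 with an estimated correlation). Mesendoderm genes rose in 7 of 11 cases with 0 falls (8 and 0 adjusted over the list alone; adjusted p = 1.6e-05, and adjusted p = 0.028 with an estimated correlation). BMP targets gave 8 rises and 1 fall of 16, the same over the list alone (adjusted p = 0.0026, and adjusted p = 0.39 with an estimated correlation), and SMAD components 10 and 1 of 31 (12 and 1 over the list alone; adjusted p = 0.0026, and adjusted p = 0.34 with an estimated correlation). Immediate early genes gave 8 and 0 of 19 (10 and 2 adjusted over the list alone; adjusted p = 0.00011, and adjusted p = 0.34 with an estimated correlation), with Junb at 1.69. Formative genes gave 5 and 1 of 18, the same over the list alone (adjusted p = 0.013, and adjusted p = 0.34 with an estimated correlation), with Otx2 at 0.44. Stress genes fell in 8 of 19 cases (10 adjusted over the list alone; adjusted p = 0.00011, and adjusted p = 0.24 with an estimated correlation), with Chac1 at −0.79. Mitosis genes fell in 11 of 22 cases (13 adjusted over the list alone; adjusted p = 0.001, and adjusted p = 0.11 with an estimated correlation), with Kif11 at −0.40. Hypoxia genes fell in 6 of 24 cases (7 adjusted over the list alone; adjusted p = 0.0044, and adjusted p = 0.34 with an estimated correlation).

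limma called 1748 genes in null lines at 3 h, 837 up and 911 down, and 3798 with the block (1981 and 1817). Median-of-ratios scaling gave 907 and 815, the groups compared alone 151 and 22, and the omission of line 25 345 and 109, so which direction had more calls depended on the setting. For Arkadia-null 3 h Activin versus SB the count was 173 with the groups compared alone, 246, 245 and 454 without lines 18, 26 and 25, and 556 without the null line 25 library at 3 h, which had the highest share of FPKM in ribosomal RNA loci (9.40%, against 1.98% in WT line 18 in SB). Leaving out a line or that library ended the calls of Zfp78, Anxa10, Tmem163, Nr2f1, Sox2, Klf2, T, Fgf5, Spic, Bhlhe22, Mybpc2, Id1 and Ski.

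**Figure D2:**
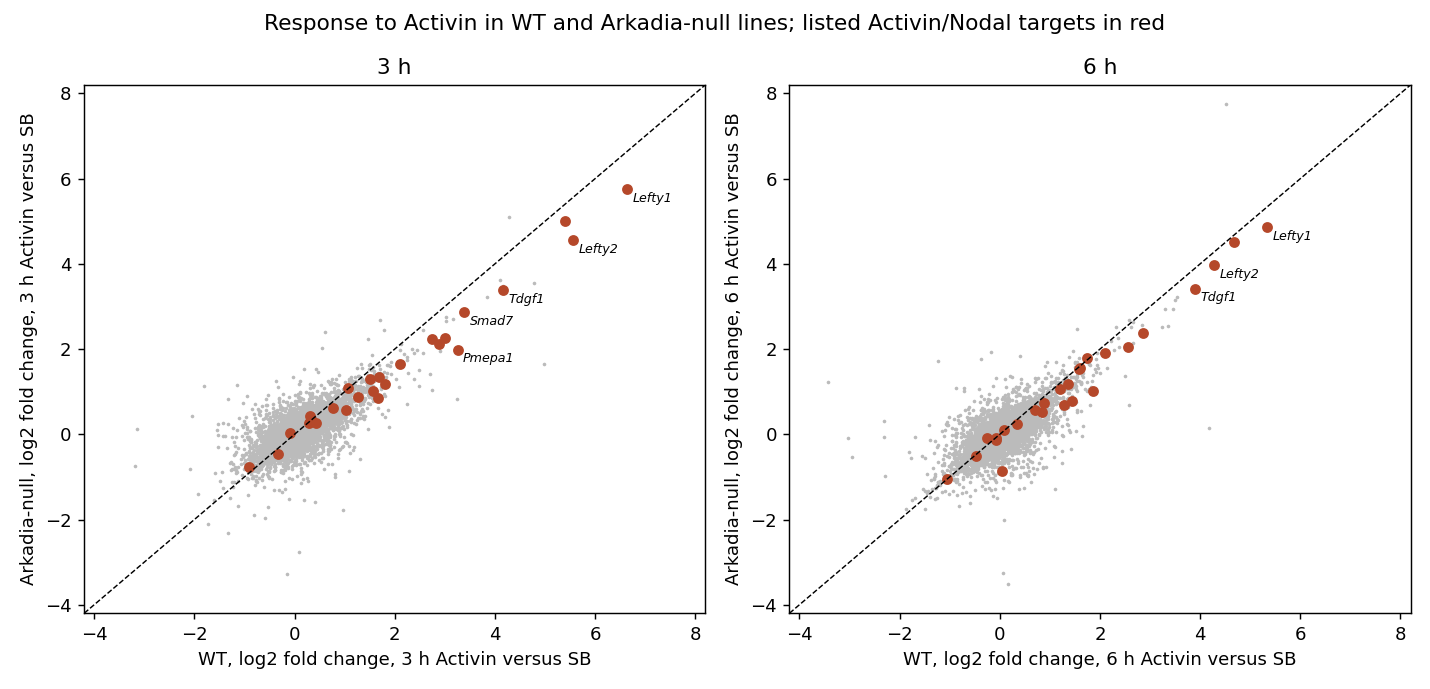
Log2 fold change of each tested gene against SB in WT lines (horizontal axis) and null lines (vertical axis) at 3 and 6 h, with listed Activin/Nodal targets in red and the dashed line marking equal change. At 3 h Lefty1 lay at 6.64 in WT and 5.75 in null lines, and Pmepa1 at 3.25 and 1.98.

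At 6 h null lines still showed the response, again with Lefty1 (31.6 ± 5.41 FPKM, SD, n = 2; log2 change 4.86, SE 0.165, limma adjusted p = 1.3e-06) in the lead. Trh, the thyrotropin-releasing hormone gene, rose by 2.58 and Nodal by 2.39. Fgf5, an epiblast growth factor gene, rose by 1.02 and T by 1.78. The pluripotency-associated genes Fbxo15, Klf2 and Sox2 fell by 1.75, 1.75 and 1.05.

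Other rises were Lefty2 (3.97), Tdgf1 (3.42, uncertain), Cd40 (3.15), Nanog (2.95), Irf1 (2.93), Ucma (2.55), Smad7 (2.04) and Skil (0.68). Txnip (−1.35), Irak3 (−1.40), Enpp2 (−1.50) and Gbx2 (−1.34) fell, as did Doc2a (−1.51), Nr5a2 (−1.49), Tmem163 (−1.68) and Six3 (−1.34) at partial loci. Pou5f1 differed by 0.41 (adjusted p = 0.079, with the block 0.0016), Smad2 by 0.18 (0.11, with the block 0.025) and Smad3 by −0.34 (0.065, with the block 0.047).

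Activin/Nodal targets rose in 19 and fell in 3 of 26 cases in null lines at 6 h, the same adjusted over the list alone (median 0.90, adjusted p = 2.2e-11, and adjusted p = 0.036 with an estimated correlation). Mesendoderm genes rose in 6 of 11 cases, the same over the list alone (adjusted p = 0.0015, and adjusted p = 0.086 with an estimated correlation). Cholesterol genes rose in 7 of 20 (10 adjusted over the list alone; adjusted p = 0.0069, and adjusted p = 0.86 with an estimated correlation), with Msmo1 at 0.72. Hypoxia genes fell in 8 of 24 (2 rose and 8 fell adjusted over the list alone; adjusted p = 0.021, and adjusted p = 0.57 with an estimated correlation). Mitosis genes fell in 6 of 22 (8 adjusted over the list alone; adjusted p = 0.0069, and adjusted p = 0.19 with an estimated correlation). Imprinted genes had adjusted p = 0.31, and 0.048 with the block. limma called 1719 genes, 1009 up and 710 down, and 4031 with the block; quantile normalization gave 964 and 1006. For Arkadia-null 6 h Activin versus SB the groups compared alone gave 127. Leaving out WT line 18 or 26, which enter only the shared variance, gave 390 or 393 and ended the calls of Tmem163, Six3, Gbx2 and Foxh1, and leaving out line 25 those of Gsc, Id1, Six3 and Foxh1.

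Of genes called at both times in null lines, 463 rose and 307 fell at both and 9 moved in opposite directions. Independent lists would share 66.0 and 50.6. At an unadjusted p under 0.05, 1221 rose and 959 fell at both times, against 78.9 and 75.8 for simulated unchanged groups. The covariance was 0.096 against 0.0167 in simulation (correlation 0.701 against 0.501). Here too the simulated groups shared their SB libraries, and whether the measured SB libraries add more than was simulated was not tested.

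From 3 to 6 h in null lines Fst rose by 1.69 (SE 0.154, limma adjusted p = 0.0027), from 8.29 ± 1.90 to 28.8 ± 3.61 FPKM (SD, n = 2). Id1, the helix-loop-helix inhibitor, fell by 2.04 and the organizer gene Gsc by 1.34. Lefty1 fell by 0.89, Smad7 by 0.82 and Nanog by 0.53. Sox2, a core pluripotency factor, fell by 0.73.

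Fam19a4 (1.57), Psmb8 (1.20) and Ccl2 (1.12) rose, as did Avpr1a (1.69), Zfp503 (1.28), Tnni3k (1.14), Herc6 (1.14), Clca4a (1.10) and Glipr1 (1.08) at partial loci. Id4 (−1.86), Lmo7 (−1.27) and Sox13 (−1.22) fell, and at partial loci Nin (−1.95), Cct6b (−1.48), Mn1 (−1.46) and Camk2n1 (−1.23). Lefty2 differed by −0.58 (adjusted p = 0.12, with the block 0.043), and T by 0.70 (0.057, with the block 0.013).

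BMP targets fell in 6 of 16 cases (1 rose and 11 fell adjusted over the list alone; median −0.65, adjusted p = 4.8e-09, and adjusted p = 0.28 with an estimated correlation). Activin/Nodal targets fell in 8 of 26 (2 rose and 14 fell adjusted over the list alone; adjusted p = 7.5e-07, and adjusted p = 0.14 with an estimated correlation), and SMAD components in 6 of 31 (9 adjusted over the list alone; adjusted p = 0.00012, and adjusted p = 0.32 with an estimated correlation). Cholesterol genes rose in 3 of 20 (11 adjusted over the list alone; adjusted p = 0.00012, and adjusted p = 0.41 with an estimated correlation). Stress genes rose in 7 of 19 and fell in 1 (8 and 3 adjusted over the list alone; adjusted p = 0.0031, and adjusted p = 0.41 with an estimated correlation), with Sdf2l1 at 0.87. Downward calls also held for naive genes (2 of 14 fell, 2 adjusted over the list alone; adjusted p = 0.0035, and adjusted p = 0.41 with an estimated correlation) and formative genes (1 rose and 4 fell of 18, 1 and 6 over the list alone; adjusted p = 0.011, and adjusted p = 0.41 with an estimated correlation). Neural genes fell in 1 of 12 (2 over the list alone; adjusted p = 0.003, and adjusted p = 0.41 with an estimated correlation) and p53 targets in 3 of 17 (5 over the list alone; adjusted p = 0.01, and adjusted p = 0.55 with an estimated correlation). Immediate early genes fell in 1 of 19 (3 over the list alone; adjusted p = 0.017, and adjusted p = 0.46 with an estimated correlation). Core pluripotency genes rose in 1 and fell in 4 of 19 (1 and 5 over the list alone; adjusted p = 0.032, with the block 0.063, and adjusted p = 0.43 with an estimated correlation). Mesendoderm genes fell in 1 of 11 (1 rose and 3 fell over the list alone; adjusted p = 0.044, with the block 0.063, and adjusted p = 0.32 with an estimated correlation). Imprinted genes and endoderm markers were called with the block (0.0096 and 0.047) and not without it.

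The count was 591 genes by limma, 356 up and 235 down, and 1742 with the block. It was 0 with the groups compared alone or without any of lines 18, 26 and 25, 17 without line 39, and 44 without the null line 25 library at 3 h; 2845 genes had an unadjusted p under 0.05.

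Null and WT lines were compared in SB, an inhibitor of the Activin, Nodal and TGFβ type I receptor kinases. How far signalling was blocked was not tested. Id1, an inhibitor of helix-loop-helix factors and a known BMP target, was higher in null lines at 41.7 ± 8.12 against 11.8 ± 0.611 FPKM (SD, n = 2; log2 difference 1.73, SE 0.173, limma adjusted p = 0.006). Id3 was higher by 0.82 and Id2 by 0.83. The annexin genes Anxa1 and Anxa3, of calcium-dependent membrane-binding proteins, were higher by 1.19 and 0.88, and Tagln, an actin-binding protein gene, by 0.93. Fgf5 was lower by a log2 difference of −0.61 and Enpp2 by −0.68.

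Skil stood at 8.81 and 7.97 FPKM in null lines 25 and 39 in SB against 10.9 and 11.1 in WT lines 18 and 26 (log2 difference −0.36, adjusted p = 0.075). Tnnc1 (1.17), Nppb (1.33), S100a6 (0.88), Wls (0.64) and Ccl25 (0.86) were higher in null lines, as were Cfap74 (1.15) and Prkg2 (0.88, with the block adjusted p = 0.078) at partial loci. Timm8a2 (−0.93) and Myl9 (−0.51) were lower, with Fermt3 (−0.90) and Plppr3 (−0.97, with the block adjusted p = 0.058) at partial loci.

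Of 16 BMP targets, 4 were higher and 0 lower in null lines in SB (6 and 0 adjusted over the list alone; median 0.44, adjusted p = 2.4e-06, and adjusted p = 0.59 with an estimated correlation). Formative and primed epiblast genes had 0 higher and 1 lower of 18 (1 and 12 adjusted over the list alone; median −0.29, adjusted p = 1e-08, and adjusted p = 0.19 with an estimated correlation), with Fgf5 called and Zic2 at −0.43 (0.072). Of 26 matrix and actin genes, 1 was higher and 1 lower (5 and 1 adjusted over the list alone; adjusted p = 0.0012, and adjusted p = 0.67 with an estimated correlation). Activin/Nodal targets, with 3 higher and 0 lower of 26 (6 and 3 adjusted over the list alone), were not called (adjusted p = 0.14), but were with a pseudocount of 0.1 (0.028). Core pluripotency and stress genes moved down with 0 members called (0 higher and 1 lower, and 1 higher and 0 lower, adjusted over the list alone, the stress gene against the direction of its list; adjusted p = 0.018 for each, and adjusted p = 0.67 with an estimated correlation), and so did germline genes (0 higher and 1 lower adjusted over the list alone; adjusted p = 0.021, and adjusted p = 0.67 with an estimated correlation). Fibroblast markers had 1 member higher in SB (median 0.223, adjusted p = 0.2). At 3 h they lay higher with 0 members called (median 0.264, adjusted p = 0.079). At 6 h they had 1 member higher (median 0.124, adjusted p = 0.33). The list itself was not called in any of these treatments.

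limma called 40 genes in SB, 32 higher and 8 lower in null lines; quantile normalization gave 25 and 13, and removal of length and GC trends 26 and 12. For Arkadia-null versus WT in SB the count was 0, 2, 2055 and 10 without lines 18, 26, 25 and 39, and 0 with the groups compared alone; 1912 genes had an unadjusted p under 0.05, and each named call was lost without WT line 18 or 26 (Id1 0.23 and 0.18).

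At 3 h of Activin the SMAD feedback gene Skil (chromosome 3, 31094618 to 31122577) was lower in null lines, at 16.0 ± 0.327 against 37.1 ± 2.23 FPKM (SD, n = 2; log2 difference −1.16, SE 0.065, limma adjusted p = 0.00042). Gal (chromosome 19, 3409910 to 3414794), the galanin gene, differed most, at 1.37 ± 0.320 against 10.8 ± 1.26 FPKM (−2.32, adjusted p = 0.0013). The TGFβ-induced gene Pmepa1 was lower by −1.21, the TNF receptor family gene Cd40 by −0.87, the homeobox gene Mkx by −0.96 and the keratin gene Krt17 by −0.90. Id3 (1.09), Id2 (0.80) and Anxa1 (0.94) were higher.

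Lefty1 differed by −0.78 (adjusted p = 0.12), Lefty2 by −0.98 (0.089), Nodal by −0.43 (0.13), Smad7 by −0.37 (0.15) and Nanog by −0.26 (0.26), so none was called. Id1 was higher by 1.11 (adjusted p = 0.044, with the block 0.061) and Tnnc1 by 0.71 (0.038, with the block 0.061). Slc35g2 (1.29), Ifi202b (0.96), Wls (0.78), the locus joining Mmd with a neighbour (0.67) and, at a partial locus, Cfap74 (1.23) were also higher. Psmb8 (−1.14, adjusted p = 0.047, with the block 0.051) was lower, as were Zbp1 (−1.64), Rbfox3 (−1.05) and Itgb2 (−0.92, adjusted p = 0.048, with the block 0.084) at partial loci. Fgf5 was lower by −0.59.

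Of 26 Activin/Nodal targets, 2 were higher and 2 lower in null lines at 3 h (2 and 11 adjusted over the list alone; median −0.29, adjusted p = 5.9e-06, and adjusted p = 0.2 with an estimated correlation); Skil and Pmepa1 were lower and Id1 and Cyr61 (0.59, adjusted p = 0.047, with the block 0.051) higher. BMP targets had 3 higher and 0 lower of 16 (4 and 0 adjusted over the list alone; adjusted p = 5e-06, and adjusted p = 0.3 with an estimated correlation). SMAD components had 3 lower of 31, Skil, Pmepa1 and Rnf111 itself (4 adjusted over the list alone; adjusted p = 0.019, and adjusted p = 0.49 with an estimated correlation). Cholesterol genes had 1 lower of 20, Cyp51 at −0.62 (4 adjusted over the list alone; adjusted p = 4e-05, and adjusted p = 0.46 with an estimated correlation), and matrix and actin genes 1 lower of 26, Myl9 at −0.61, although the list lay higher (1 and 2 over the list alone; median 0.18, adjusted p = 0.0072, and adjusted p = 0.63 with an estimated correlation). With 0 members called, mesendoderm genes (3 lower over the list alone; adjusted p = 0.031, and adjusted p = 0.3 with an estimated correlation) and stress genes (5 lower over the list alone; adjusted p = 9e-05, and adjusted p = 0.3 with an estimated correlation) lay lower. So did germline genes (2 lower over the list alone; adjusted p = 9e-05, and adjusted p = 0.44 with an estimated correlation) and p53 targets (3 lower over the list alone; adjusted p = 0.015, and adjusted p = 0.57 with an estimated correlation). Trophoblast markers lay higher with 0 called (1 higher and 1 lower over the list alone; adjusted p = 0.028, and adjusted p = 0.57 with an estimated correlation).

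limma called 49 genes at 3 h, 17 higher and 32 lower in null lines (90 and 64 without line 25; 22 and 26 without partial loci), and 32 with a pseudocount of 0.1. The count was 0, 0, 154 and 9 without lines 18, 26, 25 and 39, 18 without the null line 25 library at 3 h, and 0 with the groups compared alone; without WT line 18 or 26, Skil had adjusted p = 0.25 or 0.11 and Gal 0.25 or 0.15.

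After 6 h of Activin Skil was still lower in null lines, at 14.1 ± 0.0696 against 28.4 ± 0.243 FPKM (SD, n = 2; log2 difference −0.96, SE 0.065, limma adjusted p = 0.0013), and the galanin gene Gal by −1.79 (adjusted p = 0.0072). Anxa1 (0.92), Anxa3 (0.79) and Wls (0.72), which encodes the carrier for Wnt secretion, were higher. Id3 was higher by 0.64, while Id1 (0.83, adjusted p = 0.12) and Id2 (0.20, adjusted p = 0.38) were not called.

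Tnni2 (1.55), Ifi202b (1.17), Tnnc1 (1.03), Zfp869 (0.95) and S100a6 (0.88) were also higher at 6 h, with Cfap74 (1.06) and Ociad2 (0.80, with the block adjusted p = 0.067) at partial loci. Timm8a2 (−1.03), Tcfl5 (−0.50) and Enpp2 (−0.50) were lower, and Zbp1 (−1.25) at a partial locus. Fgf5 differed by −0.44 (adjusted p = 0.056) and Pmepa1 by −0.79 (0.064).

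Of 26 Activin/Nodal targets 0 were higher and 1 lower at 6 h (4 and 8 adjusted over the list alone; median −0.08, adjusted p = 0.041, and adjusted p = 0.56 with an estimated correlation). Formative genes had 0 called of 18 (1 and 11 adjusted over the list alone; median −0.24, adjusted p = 1.6e-06, and adjusted p = 0.35 with an estimated correlation). Matrix and actin genes had 1 higher of 26, Tagln at 0.67 (4 and 1 adjusted over the list alone; adjusted p = 3e-05, and adjusted p = 0.56 with an estimated correlation). BMP targets had 1 higher of 16 (5 adjusted over the list alone, adjusted p = 0.017, and adjusted p = 0.56 with an estimated correlation). SMAD components had 2 lower of 31, Skil and Rnf111 itself (4 adjusted over the list alone, adjusted p = 0.018, and adjusted p = 0.56 with an estimated correlation). With 0 called, core pluripotency (adjusted p = 0.041), stress (0.014) and germline genes (0.014, 1 lower over the list alone) lay lower, each with adjusted p = 0.56 with an estimated correlation.

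limma called 27 genes at 6 h, 19 higher and 8 lower in null lines, and 41 without partial loci. For Arkadia-null versus WT at 6 h Activin the count was 0, 0, 1525 and 8 without lines 18, 26, 25 and 39, and 0 with the groups compared alone; 1891 genes had an unadjusted p under 0.05, and each named call was lost without WT line 18 or 26.

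The difference in response tested directly whether Activin changed genes by another amount in null lines. Skil rose by 0.81 log2 units less in null lines at 3 h (difference −0.81, SE 0.092, limma adjusted p = 0.083) and Gal by 2.42 less (difference −2.42, adjusted p = 0.064, with the block 0.021), so neither passed over all genes. For Gal the responses were 3.07 and 3.42 in WT lines 18 and 26 against 0.80 and 0.85 in null lines 25 and 39. Differences at 3 h were −1.23 for Cd40 (0.11), −1.27 for Pmepa1 (0.18), −0.89 for Lefty1 (0.72), −0.51 for Nodal (0.72), −0.53 for Smad7 (0.72) and −0.67 for Nanog (0.46). Tdgf1, uncertain through shared reads, differed by −0.79 (0.73, with the block 0.041).

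As a group, the 26 Activin/Nodal targets responded less in null lines at 3 h, with a median difference of −0.42 (0 members called, 0 higher and 10 lower adjusted over the list alone; adjusted p = 1.1e-11, and adjusted p = 0.033 with an estimated correlation). At 6 h the median was −0.15 (0 members called, 6 lower adjusted over the list alone; adjusted p = 1.3e-08, and adjusted p = 0.072 with an estimated correlation). Formative genes had a median difference of 0.13 at 3 h with 0 called (4 higher over the list alone; adjusted p = 1.9e-05, and adjusted p = 0.28 with an estimated correlation). Core pluripotency (adjusted p = 0.03, with the block 0.12), neural (0.024) and ERK genes (0.017) also lay higher with 0 called, and had adjusted p = 0.7, 0.72 and 0.7 with an estimated correlation. BMP targets lay lower at 6 h (0 called, 2 lower adjusted over the list alone; adjusted p = 0.00041, and adjusted p = 0.79 with an estimated correlation). The neighbours of Rnf111 lay higher at 6 h (0 called, 1 higher over the list alone; adjusted p = 0.027, with the block 0.1, and adjusted p = 0.27 with an estimated correlation). Cholesterol genes at 3 h (adjusted p = 0.056) were called with the block (0.025) and with length and GC trends removed (0.011), and imprinted genes with the block (0.043). Mesendoderm genes at 3 h (median −0.15, set test adjusted p = 0.067) were called lower with length and GC trends removed (0.041). They were not called with the block (0.15), with both (0.12) or with an estimated correlation (0.41).

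By limma 0 genes differed in response at 3 h; 649 had an unadjusted p under 0.05, 388 of them lower in null lines, and 1592 had with the block. Chance gives 640 for independent libraries, while unchanged libraries simulated with 0.35 of the variance shared by line gave 2.16% of genes at 3 h and 2.31% at 6 h. The 649 genes at 3 h are close to 640 but above the share of 2.16%. Measured correlations within lines were 0.013 to 0.055 in WT and 0.25 to 0.349 in null lines. Neither baseline matches both genotypes, so they cannot decide whether 649 exceeds chance. The block called 3 genes, all lower (Gal, Gm44732 and Tdgf1), and 0 with length and GC trends removed as well. Quantile normalization called 2, Gal and Skil, and the exclusion of partial loci 1, Gal. At 6 h limma called 0 genes, 385 had an unadjusted p under 0.05 (718 with the block), and the block called 0.

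Averaged over its 26 members, the Activin/Nodal target list rose by 1.95 and 2.02 log2 units in WT lines 18 and 26 at 3 h and by 1.59 and 1.54 in null lines 25 and 39. At 6 h the values were 1.48 and 1.499 against 1.22 and 1.25. Both null lines lay below both WT lines at each time, but an exact two-sided permutation test of 2 against 2 lines gave 0.333, the smallest p it allows. Sets of 100 genes were also compared, chosen in WT lines alone and none in a null line. That choice may favour WT, so these sets cannot decide whether null lines respond less. The 100 genes that rose most in WT line 18 at 3 h rose by 1.74 in WT line 26 and by 1.43 and 1.42 in the null lines. Those chosen in WT line 26 rose by 1.72 in WT line 18 and by 1.64 and 1.53 in the null lines. At 6 h the values were 1.565 against 1.45 and 1.48, and 1.55 against 1.44 and 1.53. The 100 genes that fell most at 3 h in WT line 18 had −0.45 in WT line 26 against −0.48 and −0.28 in null lines 25 and 39, and those chosen in WT line 26 had −0.48 in WT line 18 against −0.53 and −0.32. At 6 h those that fell most in WT line 18 had −0.625 in WT line 26 against −0.65 and −0.46 in null lines 25 and 39, and those chosen in WT line 26 had −0.63 in WT line 18 against −0.55 and −0.45. Null line 25 thus lay beyond the WT line in both sets at 3 h and in 1 of them at 6 h, but with a pseudocount of 0.1 the furthest null line was at −0.53 against −0.70 and at −0.66 against −0.87 at 3 h, and at −0.84 against −0.95 and −0.85 against −0.77 at 6 h.

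**Figure D3:**
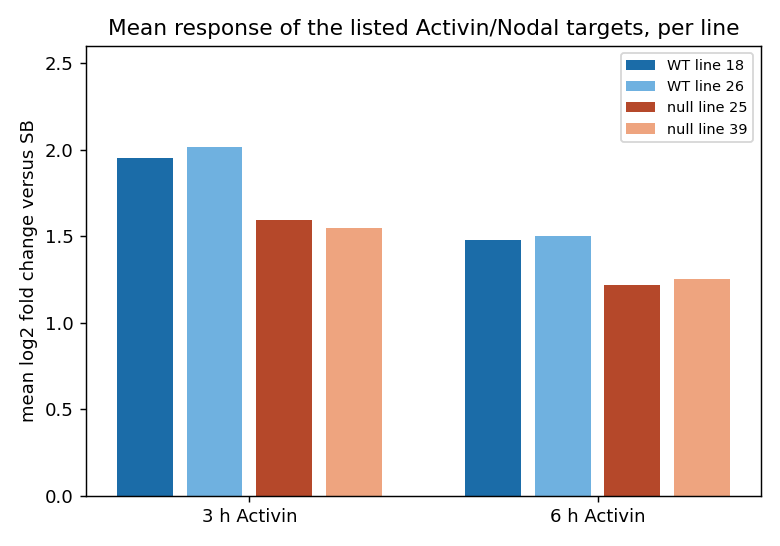
Mean log2 fold change against SB over the 26 Activin/Nodal targets (vertical axis, from 0) in each cell line at 3 and 6 h of Activin, with a bar per line. Both null bars lie below both WT bars, at 1.59 and 1.54 against 1.95 and 2.02 at 3 h.

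Across genes, which are not independent replicates, fold changes in null and WT lines correlated at 0.768 (Spearman 0.733) at 3 h and 0.765 (0.766) at 6 h. Of the 2892 genes called in WT lines at 3 h, 97.2% had the same sign in null lines, and of the 2047 at 6 h, 98.4%. Calls shared by the genotypes were 661 up and 599 down at 3 h (106.3 and 90.2 for independent lists) and 777 up and 488 down at 6 h (97.4 and 45.1), with 1 gene in opposite directions at each time. The fold changes of WT and null lines share no libraries. Their calls share a variance estimated from all 12 libraries, so the values for independent lists may be too low a baseline.

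On the means of the 4 lines (Arkadia-null versus WT, line means), limma called 0 genes between genotypes; 1716 had an unadjusted p under 0.05. Rnf111 had the log2 difference −1.47 (adjusted p = 0.059) and Id3 0.85 (0.06), with Anxa1 at 1.02 (0.059) and Skil at −0.83 (0.06). A filter at FPKM of 5 called 9 genes and the exclusion of partial loci 10, and leaving out lines 18, 26, 25 and 39 gave 201, 238, 1205 and 0.

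**Figure D4:**
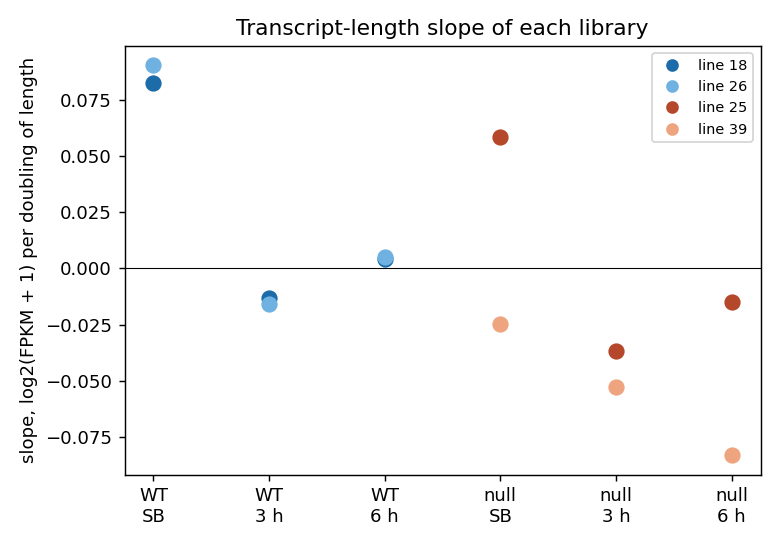
Slope of log2(FPKM + 1) on transcript length, per doubling of length (vertical axis), for each library by group (horizontal axis) over 6933 genes, with points coloured by cell line. In SB the slopes were 0.0823 and 0.0902 in WT lines, 0.0586 in null line 25 and −0.0245 in null line 39.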

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

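The tests of starting level, of transcript length against Activin and of ribosomal protein genes, and the comparison of the line pairings, were chosen only after the results were seen. The tests of a single null line and of length and GC bias were written before the results. The removal of length and GC trends, which the second of these uses, was itself chosen after the data were seen.

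Gene groups differed between genotypes in their response to Activin by the set test of the difference. Of the groups below, fry called only Activin/Nodal targets at 3 h (fry adjusted p = 0.0042). At 3 h fry gave 0.13 for formative genes and 0.65 each for core pluripotency, neural and ERK genes. At 6 h it gave 0.062 for Activin/Nodal targets, 0.75 for BMP targets and 0.14 for the neighbours of Rnf111. At 3 h the median difference, null minus WT, was −0.42 for Activin/Nodal targets (adjusted p = 1.1e-11, and adjusted p = 0.033 with an estimated correlation). It was 0.134 for formative and primed epiblast genes (1.9e-05, and adjusted p = 0.28 with an estimated correlation), 0.096 for core pluripotency genes (0.03, with the block 0.12, and adjusted p = 0.7 with an estimated correlation), 0.146 for neural genes (0.024, and adjusted p = 0.72 with an estimated correlation) and 0.173 for ERK targets (0.017, and adjusted p = 0.7 with an estimated correlation). At 6 h it was −0.148 for Activin/Nodal targets (1.3e-08, and adjusted p = 0.072 with an estimated correlation), −0.229 for BMP targets (0.00041, and adjusted p = 0.79 with an estimated correlation) and 0.118 for the neighbours of Rnf111 (0.027, with the block 0.1, and adjusted p = 0.27 with an estimated correlation).

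The weaker response of Activin/Nodal targets at 3 h was weighed against 3 explanations. With length and GC trends removed in the blocked model the median was −0.45 (95% interval −0.574 to −0.139, against −0.42, −0.572 to −0.163, as deposited), which counts against length and GC bias as the whole cause. The lower WT line exceeded the higher null line by 0.356 in mean response, against 0.066 between the WT lines, so a single null line did not carry it. The list stood 0.076 higher in null lines in SB (−0.004 to 0.147) and −0.294 at 3 h, so a higher start, called with a pseudocount of 0.1 (adjusted p = 0.028), does not account for the lower level at 3 h. A loss of Arkadia may weaken the early response of these targets, a hypothesis from these 4 lines; a difference between lines unrelated to genotype was not tested for this list and stays open (exact permutation p = 0.333, the smallest possible).

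Id1, Id2 and Id3 stood higher in null lines in SB and at 3 h (Id1 at 3 h with the block 0.061), while at 6 h only Id3 of the 3 was called; on the means of the lines none passed (adjusted p = 0.06, 0.11 and 0.06). With length and GC trends removed in the blocked model, the smallest of the 3 differences at 3 h was still 0.8 (Id2; 0.562 to 1.038), which counts against that bias as the whole cause. The split by genotype was 1 of 3 ways to pair the 4 lines, with a gap of 0.895 against 0.068 for the highest other pairing. With so few pairings, genotype and a difference between lines cannot be told apart.

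Some genes moved in opposite directions in all lines of the 2 genotypes, a criterion that is not itself a test; by limma none passed for the difference in response. At 3 h the mean response, null minus WT, was −0.833 for Prkg2, −0.204 for Tcfl5 and 1.319 for Tep1 (adjusted p = 0.72, 0.93 and 0.72). At 6 h it was −1.341 for Bhlhe22 (adjusted p = 0.5) and 0.756 for Plppr3 (adjusted p = 1). Among unnamed loci, which stayed out of the comparisons, 11 of 1258 on X rose and 25 fell in WT lines at 3 h, and 46 of 993 on autosomes rose and 5 fell.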

How the results depend on the processing

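The removal of length and GC trends, the exclusion of partial loci and the omission of the null line 25 library at 3 h were chosen after the data were seen; the other settings were fixed before. No call of a named gene or gene list turned its direction under the settings computed for it, but balances of rises and falls did: quantile normalization gave more falls than rises in WT lines at 3 h and 6 h and in null lines at 6 h. More rises than falls came in null lines at 3 h with the block, median-of-ratios scaling, no trend, length and GC trends removed, the groups compared alone, any 1 line left out or the null line 25 library at 3 h left out, and in WT lines from 3 to 6 h with the block, a pseudocount of 0.1, a filter at FPKM of 5 or no partial loci. Leaving out line 25 turned the balance between genotypes at 3 h, and leaving out line 39 that of null lines from 3 to 6 h. Some lists that were not called changed direction between settings, such as formative genes in WT lines at 3 h with length and GC trends removed. A line left out leaves a lone sample, assumed to vary like the other groups. Read totals are unknown, and genes of low FPKM are least precise in the shallower null Activin libraries. Where no cause is named, the cause was not tested; the groups compared alone leave fewer libraries for the variance.

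With the cell line as a replicate block, calls rose to 4775 (from 2892) for WT 3 h Activin versus SB, 4363 (2047) for WT 6 h Activin versus SB, 855 (328) for WT 6 h versus 3 h Activin, 3798 (1748) for Arkadia-null 3 h Activin versus SB, 4031 (1719) for Arkadia-null 6 h Activin versus SB and 1742 (591) for Arkadia-null 6 h versus 3 h Activin. The difference in response at 3 h had 3 calls (from 0). With length and GC trends removed as well, the 6 counts were 4466, 3961, 1098, 3688, 3636 and 1497, and the difference in response at 3 h had 0 calls. Apart from the blocked values given beside results, the block changed no other call that the text prints, leaving aside gene lists between genotypes, for which it was not run; it also brought past the threshold some named genes that had missed it.

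With only the groups compared, the counts were 3146 for WT 6 h Activin versus SB, 64 for WT 6 h versus 3 h Activin, 173 for Arkadia-null 3 h Activin versus SB, 127 for Arkadia-null 6 h Activin versus SB, 0 for Arkadia-null 6 h versus 3 h Activin and 0 for null against WT in each treatment. A filter at FPKM of 5 gave 218 calls for WT 6 h versus 3 h Activin and 9 for Arkadia-null versus WT, line means. A pseudocount of 0.1 gave 32 for Arkadia-null versus WT at 3 h Activin. Without partial loci there were 41 for Arkadia-null versus WT at 6 h Activin, 1 for the difference in response at 3 h and 10 for the line means, and quantile normalization gave 2 for the difference in response at 3 h.

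With a line left out, the counts ran from 136 to 4370 for WT 3 h Activin versus SB, 88 to 3920 for WT 6 h Activin versus SB, 0 to 470 for WT 6 h versus 3 h Activin, 245 to 2066 for Arkadia-null 3 h Activin versus SB (556 without the null line 25 library at 3 h), 390 to 1783 for Arkadia-null 6 h Activin versus SB and 0 to 17 for Arkadia-null 6 h versus 3 h Activin (44 without the null line 25 library at 3 h). For Arkadia-null versus WT in SB they ran from 0 to 2055, for Arkadia-null versus WT at 3 h Activin from 0 to 154, for Arkadia-null versus WT at 6 h Activin from 0 to 1525 and for Arkadia-null versus WT, line means from 0 to 1205. The difference in response had 0 at each time.

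Shared calls, with the block, the groups compared alone, and the block with length and GC trends removed, were 3137, 2179 and 2825 for the overlap of calls: WT 3 h Activin versus SB and WT 6 h Activin versus SB (from 1317; 63 to 2836 with a line left out). They were 2226, 80 and 2161 for the overlap of calls: Arkadia-null 3 h Activin versus SB and Arkadia-null 6 h Activin versus SB (from 770; 152 to 1084), 2880, 161 and 2806 for the overlap of calls: WT 3 h Activin versus SB and Arkadia-null 3 h Activin versus SB (from 1260; 111 to 1821), and 3166, 119 and 2852 for the overlap of calls: WT 6 h Activin versus SB and Arkadia-null 6 h Activin versus SB (from 1265; 85 to 1629).

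With a pseudocount of 0.1, the response per line (null minus WT) was −0.536 for Activin/Nodal targets at 3 h (from −0.414) and −0.375 at 6 h (from −0.253), −0.437 for the genes that rose most at 3 h (from −0.22) and −0.247 at 6 h (from −0.083), and 0.315 for those that fell most at 3 h (from 0.061). For the size of the response per line: largest up, 3 h, taking 50 genes gave −0.436, and for the others 0.21 down at 3 h and 0.259 down at 6 h (from 0.101), and 200 genes gave −0.132 up at 6 h. The correlation of fold changes at 6 h was 0.72 (from 0.765). For Activin/Nodal targets, adjusted p = 0.14 with an estimated correlation in null lines from 3 to 6 h, 0.2 between genotypes at 3 h, 0.56 at 6 h and 0.072 for the difference at 6 h; between genotypes at 6 h it was 0.08 with a pseudocount of 0.1 and 0.1 with length and GC trends removed.

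Of the named gene results, calls lost numbered 20 with a pseudocount of 0.1, 9 with quantile normalization, 15 with length and GC trends removed, 7 with the block, 123 with the groups compared alone, and 149, 151, 52 and 75 without lines 18, 26, 25 and 39. Of 72 calls of other lists, 70 were lost with an estimated correlation. A pseudocount of 0.1 ended the calls of endoderm markers in WT lines from 3 to 6 h (0.057) and of mesendoderm genes in null lines from 3 to 6 h (0.075) and between genotypes at 3 h (0.1). Removal of length and GC trends ended those of endoderm markers in WT lines from 3 to 6 h (0.075), hypoxia genes in null lines at 6 h (0.054), mesendoderm (0.11), formative (0.1) and immediate early genes (0.058) in null lines from 3 to 6 h, and neural genes in the difference at 3 h (0.066).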

Other observations

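The tests of transcript length and ribosomal protein genes described here were chosen only after the results were seen.

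Ribosomal protein genes, which encode the protein part of the ribosome, took a larger share of FPKM with Activin. In WT lines 18 and 26 the 72 genes held 14.9 and 14.4% in SB, 17.8 and 17.4% at 3 h and 17.1 and 16.6% at 6 h. In null lines 25 and 39 they held 15.1 and 16.6%, then 16.8 and 18.1%, then 17.1 and 18.3%.

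Short transcripts rose against long ones with Activin: the slope on transcript length went from 0.0823 and 0.0902 in SB to −0.0133 and −0.0158 at 3 h in WT lines, from 0.0586 to −0.0365 in null line 25 and from −0.0245 to −0.0526 in null line 39. The gap between the null lines in SB, 0.0831, was 102% of the mean change over the 4 lines, 0.0812. A length bias of single libraries may therefore be as large as the pattern. The null lines also differed by 0.016 at 3 h and by 0.0679 at 6 h. The WT lines differed by only 0.0079, 0.0025 and 0.0011 in SB, at 3 h and at 6 h. Ribosomal protein genes, which are short, exceeded the 20 genes nearest in length by a median of 0.299 (95% interval 0.24 to 0.403) in WT lines at 3 h, so length alone is not what sets them apart. Both a library length bias and regulation of ribosomal protein genes stay open for this pattern.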
